# What Changed on the Folliculogenesis in the Process of Mouse Ovarian Aging?

**DOI:** 10.1155/2019/3842312

**Published:** 2019-04-01

**Authors:** Wenlei Ye, Wei Shen, Wei Yan, Su Zhou, Jing Cheng, Guangxin Pan, Meng Wu, Lingwei Ma, Aiyue Luo, Shixuan Wang

## Abstract

There are about 1-2 million follicles presented in the ovary at birth, while only around 1000 primordial follicles are left at menopause. The ovarian function also decreases in parallel with aging. Folliculogenesis is vital for ovarian function, no matter the synthesis of female hormones or ovulation, yet the mechanisms for its changing with increasing age are not fully understood. Early follicle growth up to the large preantral stage is independent of gonadotropins in rodents and relies on intraovarian factors. To further understand the age-related molecular changes in the process of folliculogenesis, we performed microarray gene expression profile analysis using total RNA extracted from young (9 weeks old) and old (32 weeks old) mouse ovarian secondary follicles. The results of our current microarray study revealed that there were 371 (≥2-fold, q-value ≤0.05) genes differentially expressed in which 174 genes were upregulated and 197 genes were downregulated in old mouse ovarian secondary follicles compared to young mouse ovarian secondary follicles. The gene ontology and KEGG pathway analysis of differentially expressed genes uncovered critical biological functions such as immune system process, aging, transcription, DNA replication, DNA repair, protein stabilization, and apoptotic process were affected in the process of aging. The considerable changes in gene expression profile may have an adverse influence on follicle quality and folliculogenesis. Our study provided information on the processes that may contribute to age-related decline in ovarian function.

## 1. Introduction

Ovarian aging results in the cessation of ovarian function, that is, anovulation and a decrease in gonadal steroids secretion. The anovulation causes loss of fertility and reduced hormone production results in multiple health consequences, including vasomotor symptoms, cardiovascular disease, osteoporosis, cognitive dysfunction, depression, mood disorders, sexual dysfunction, vaginal atrophy, and even mortality [1, 2]. The age at which natural menopause occurs may be a marker of ovarian aging which is considered to be the multiple pacemakers [3].

Ovarian follicle is the basic unit of ovarian physiological function. After puberty, the periodic development of the ovarian follicles enables the ovary to produce female hormones to maintain secondary sexual characteristics and ovulation. The reproductive aging process is considered to be dominated by the gradual decrease of both the quantity and the quality of the oocytes residing within the follicles present in the ovarian cortex [4]. Females have approximately 1-2 million primordial follicles at birth [5, 6]. After birth, the number of follicles decreases gradually with increasing age through atresia with some 300,000 to 400,000 primordial follicles remaining at menarche [4, 7]. During the reproductive years, the number of primordial follicles declines until a critical threshold when only about 1000 left at the time of menopause [8–10].

The information on the hormonal changes observed gradual decline of the follicle pool and the reduced oocyte quality during ovarian aging is quite a bit; however, the molecular mechanisms behind that are still not fully understood. Studies have shown that accumulation of reactive oxygen species (ROS) and free radicals and the action of environmental factors such as radiation and chemotherapeutic drugs used in cancer patients can cause DNA damage in the oocytes during long periods of dictyate arrest and without repairing, the extent of DNA damage may cause genomic abnormalities (chromosomal breakages and mutations) leading to cell death and follicle atresia [11, 12]. Researches have revealed that the expression of BRCA1 (breast cancer type 1) related DNA repair decreased in the process of ovarian aging in rat and buffalo primordial follicles [13, 14]. Laboratory and clinical studies also demonstrated that expression of BRCA1 declines in single mouse and human oocytes and BRCA1 mutation is associated with primary ovarian insufficiency [15–17].

A better understanding of follicle biology is essential to help make ovarian aging process explicit. Early follicle growth up to the large preantral stage is independent of gonadotropins in rodents and relies on intraovarian factors [6]. Thus in our present study, the secondary follicles from young and old mice ovaries were used to investigate the changes of expression profile during ovarian aging by genome-wide microarray analysis.

## 2. Materials and Methods

### 2.1. Isolation of Secondary Follicles from the Mouse Ovary

The experimental animals were maintained as per the guidelines of the Animal Care Committee of Tongji Hospital within the Tongji Medical College at the Huazhong University of Science and Technology in China. The 9-week old and 32-week old, specific pathogen-free (SPF), female C57BL/6J mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). All mice were killed by decapitation and ovaries were collected free of adhering tissue. Under the stereomicroscope, follicles with diameter of 120-140 *μ*m, an intact basal membrane, a central and spherical oocyte surrounded by granulosa cells were mechanically dissecting by 2 syringe needles. The ovarian secondary follicles were stored at −80°C.

### 2.2. RNA Isolation and Microarray Analysis

The total RNA of the ovarian secondary follicles was extracted with RNAiso plus reagent according to the manufacturer's instructions (Takara, Japan). Of the total of 6 samples, 3 replicate samples were from young mouse ovarian secondary follicles and 3 replicate samples were from old mouse ovarian secondary follicles. All RNA samples were stored in DEPC in order to prevent RNA degeneration. GeneChip hybridization for each sample was examined on Affymetrix 3' IVT Expression Arrays (Mouse Genome 430 2.0 array) at Bioassay Laboratory of CapitalBio Corporation. The technical procedures and quality controls were performed at the CapitalBio Corporation. Hybridization assay procedures were as described in the GeneChip Expression Analysis Technical Manual (http://www.affymetrix.com).

### 2.3. Microarray Data Analysis

The raw data from microarray analysis was normalized using robust multiarray average (RMA) algorithm. The differentially expressed genes with a fold change ≥2 and a q-value ≤0.05 were identified using Significant Analysis of Microarray (SAM) software. For visualization of differentially expressed genes, unsupervised hierarchical clustering was performed using HemI 1.0.3.7 software (http://hemi.biocuckoo.org/down.php) [18]. Gene Ontology (GO) consisting of three items: molecular functions, biological processes, and cellular components [19] and Kyoto Encyclopedia of Genes and Genomes (KEGG), a set of high-throughput genes and protein pathways [20], analyses of differentially expressed genes were performed using the DAVID online tools (https://david.ncifcrf.gov/) compared with the mouse whole genome [21]. Whole Mouse Genome was used as the reference group. Statistical significance was calculated with a standard hypergeometric equation corrected by a Benjamini Yekutelli correction for multiple testing, which takes into account the dependency among the GO categories. The minimal length of considered GO-paths was 2. Significance was set at corrected p-value < 0.05. The Search Tool for the Tetrieval of Interacting Genes (STRING) database (http://string-db.org/), an online software that provides comprehensive interactions of lists of proteins and genes, was used to build a PPI network of the differentially expressed genes [22]. The cut-off criteria of the minimum required interaction score were 0.7 for the PPI network. The visualizing of the PPI network was constructed using the Cytoscape software (version 3.6.1) [23]. The Clustering with Overlapping Neighborhood Expansion (ClusterONE) plug-in for Cytoscape was used to detect protein complexes in the PPI network [24]. The gene regulatory network modeling for selected differentially expressed genes was performed using Cytoscape software (version 3.6.1).

## 3. Results

### 3.1. Global Gene Expression Analysis of Secondary Follicles from Mouse Ovaries

To characterize the genes that are associated with mouse ovarian aging, we examined the gene expression profile of secondary follicles from young and old mouse ovaries. 

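Secondary follicles were dissected mechanically with needles from the ovaries of young mice at 9 weeks and old mice at 32 weeks, and RNA was measured in 3 samples from each age. The array was the Affymetrix 3' expression array for the mouse genome, on which a probe set is a group of short probes toward the 3' end of a transcript, and a gene can have several probe sets. The authors made the values with RMA, which corrects the background, normalizes the arrays to each other by quantiles and summarizes the probes of each probe set. Their deposited values were intensities on a linear scale, from 2.62 to 13880 over the 6 arrays, and log2 of these intensities was used here. Of the probe sets, 34958 had 1 gene symbol, 932 had several and 9211 had none listed. The 64 control probe sets lay outside the test. Each of the 18193 genes tested was represented by its probe set with the highest mean over the 6 arrays, and no dim probe set was filtered out. Secondary follicles from old and young mouse ovaries were compared with limma's moderated test, adjusted by Benjamini-Hochberg over these genes, and a gene was called at the paper's thresholds of a fold of at least 2 and an adjusted value of at most 0.05. The samples were labelled biological replicates, but the number of mice behind each sample is not given in the sources used here, so the p-values measure the spread between these samples. That spread was small, with a median SD of 0.09 on the log2 scale within the groups, and 3 arrays per group limit the precision.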

The expression values of all the six samples (three samples each from young and old mouse ovaries) were normalized using the robust multiarray average (RMA) method. The results of our microarray data were made available in the public domain NCBI-GEO repository (accession ID: GSE121493). 

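The control probe sets differed between the arrays of young and old mouse ovarian secondary follicles, while the replicates of each age lay close together. For Gapdh, the 3' probe set was above the 5' probe set by 0.47 ± 0.014 on the log2 scale in the young samples and by 1.51 ± 0.0048 in the old samples (SD, n = 3 each). The 5' probe set of Gapdh was 11.81 in the young and 10.82 in the old samples, against 12.28 and 12.33 for its 3' probe set. For beta-actin, the 3' minus 5' value was 1.48 ± 0.033 in the young and 2.53 ± 0.050 in the old samples. Neither transcript had overlapping groups, and each gave p = 0.1 in an exact two-sided permutation test, the smallest p that 3 samples against 3 allow. The poly-A control RNAs Dap, Lys, Phe and Thr are bacterial transcripts that the standard Affymetrix protocol adds to the RNA before labelling, and they were examined after the Gapdh and beta-actin values had been seen. Their mean 3' minus 5' value was 3.33 ± 0.076 in the young and 4.08 ± 0.10 in the old samples (exact permutation test, p = 0.1). Their 3' probe sets were also lower on the old arrays, by 0.69 for Dap, 0.38 for Lys, 0.45 for Phe and 0.58 for Thr, without overlap between the ages. Of the 4 control RNAs, the 3' minus 5' values of Dap, Lys and Phe did not overlap between the ages, while Thr was at 4.55 ± 0.043 and 4.70 ± 0.24 with overlapping groups (exact permutation test, p = 0.5). The 5' probe set of Thr was at 4.85 in the young and 4.13 in the old samples. Its middle probe set went from 6.59 to 5.14 without overlap. The hybridization controls, which are added after labelling, averaged 10.17 ± 0.048 in the young and 10.60 ± 0.042 in the old samples.

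**Figure D1:**
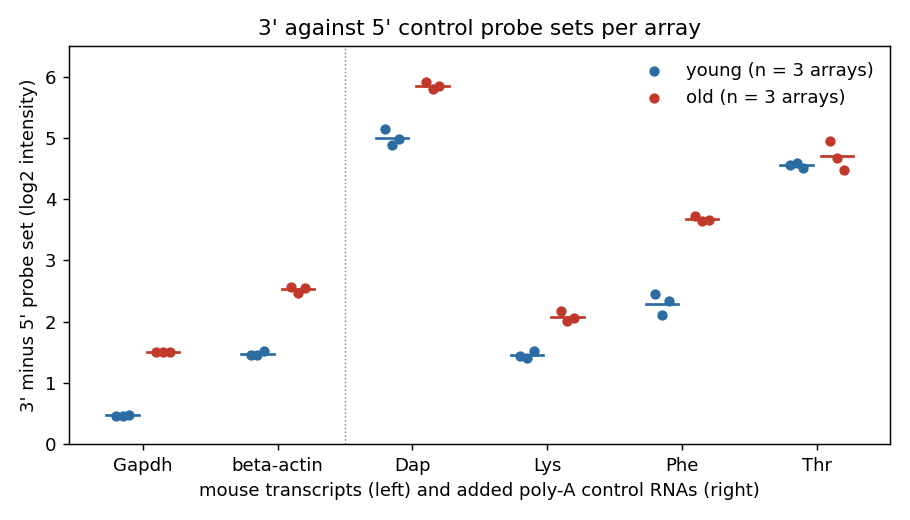
The 3' minus the 5' probe set (log2 intensity, vertical axis) for 2 mouse transcripts and 4 added poly-A control RNAs, with 1 point per array and a line at the mean of 3 arrays. The old arrays lie above the young arrays for every control but Thr, where the groups overlap.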

The box-whisker plot analysis of normalized data showed uniform distribution of the expression levels in both intra- and intersample manner indicating reliable hybridization (see Figure 1). Summary statistics showed effectiveness of quantile normalization as 50th percentile values were close to 4.9. 

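Over all probe sets, the median log2 intensity was 4.93, 4.93 and 4.94 in the 3 young samples and 4.94, 4.95 and 4.95 in the 3 old samples. The lower quartile lay between 3.13 and 3.14 on the young arrays and between 3.20 and 3.24 on the old arrays. The upper quartile was between 7.17 and 7.20 on the young and between 7.10 and 7.14 on the old arrays, so the old arrays had a slightly narrower middle range. The highest values were between 13.68 and 13.76 on all 6 arrays. No pair of arrays held the same values, since at most 359 probe sets had an identical intensity on a pair.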

After normalization of raw data for all three biological replicates, the R package significance analysis of microarray (SAM) was used to identify genes that are differentially expressed in secondary follicles from young and old mouse ovaries (fold change ≥2 or ≤0.5 and q-value ≤0.05). And the results revealed that 371 genes were differentially expressed between the two groups, while 174 genes were upregulated and 197 genes were downregulated in the secondary follicles from the old mouse ovaries compared to those from the young mouse ovaries. 

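In secondary follicles from the old mouse ovaries, 116 of 18193 genes were higher and 23 were lower than in those from the young mouse ovaries, 139 genes in all. Interferon-induced genes and immediate-early genes led the upregulated genes. Ifit1, which encodes an interferon-induced protein that binds viral RNA, went from 3.39 ± 0.10 to 8.89 ± 0.090 (log2 intensity, SD, n = 3 each), a log2 fold change of 5.51 (standard error 0.07, adjusted p = 1.3e-07 from limma). The interferon-induced genes Ifit3, Usp18, Rsad2, Ifi27l2a, Iigp1 and Gbp6 had log2 fold changes of 4.38, 4.14, 3.89, 3.33, 3.21 and 3.11. Fosb, Jun and Fos, subunits of the transcription factor AP-1 that cells induce within minutes of a stimulus, had log2 fold changes of 5.27 (standard error 0.15), 3.59 (standard error 0.06) and 3.33 (standard error 0.05). The downregulated genes changed less. Thbs1, which encodes the matrix protein thrombospondin 1, went from 9.14 ± 0.083 to 7.25 ± 0.028, a log2 fold change of -1.89 (standard error 0.06, adjusted p = 3.8e-06 from limma). Its dimmer probe set went from 7.37 ± 0.14 to 7.14 ± 0.093, a change of -0.23, and was not called. Thbs1 was followed by Rpf1, a ribosome production factor (-1.76), Net1 (-1.73), Insm1, a zinc-finger transcription factor (-1.66), and Ppp2r2b, a regulatory subunit of protein phosphatase 2A (-1.56). Speer4cos (-1.53), Tmem100 (-1.51), the urokinase gene Plau (-1.41), Taf1b of the RNA polymerase I machinery (-1.36) and the Wnt receptor Fzd2 (-1.34) were the next lower genes. Of the 16 lower genes with another probe set, the next brightest was also lower in 12 and reached a fold of 2 in 2. In all 139 genes the 3 old values lay on the same side of the 3 young values, which held for 7740 of all genes tested (42.5%) where chance gives 10%. When a gene was counted with at least 1 called probe set, limma gave 135 higher and 186 lower genes, and when all probe sets of a gene were averaged, Rpf1, Ppp2r2b and Tmem100 were at -0.57, -0.66 and -0.87 and no longer called.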

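Over all 18193 genes tested, without choosing any by their change, average-linkage clustering placed the 3 young samples on the first branch and the 3 old samples on the other. Pearson's r across genes was between 0.9974 and 0.9986 within the groups and between 0.9918 and 0.9930 between them. The mean r was 0.9980 within the young samples, 0.9978 within the old samples and 0.9925 between the ages. Within groups, r exceeded r between groups by 0.0053 on average, and no other split of the 6 samples gave as much (exact permutation test over 10 splits, p = 0.1, the smallest p that this design allows). The first principal component held 68.7% of the variance over all genes and the second held 10.0%. Genes are not independent replicates, and these correlations describe only how alike the arrays were.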

Further, unsupervised hierarchical clustering analysis using the HemI 1.0.3.7 software showed distinct patterns of up- and downregulated genes in the secondary follicles from young and old mouse ovaries (see Figure 2).

### 3.2. Functional Annotation for the Differentially Expressed Genes

The identified differentially expressed genes in the secondary follicles from the old mouse ovaries compared to those from the young mouse ovaries were further analyzed via gene ontology (GO) and KEGG pathway analysis using the DAVID online tool. 

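Genes that interferon induces were higher as a group in secondary follicles from the old mouse ovaries. Of 59 measured interferon-stimulated genes that the paper's text does not name, 17 were higher, none was lower and 42 were not called, with a median log2 fold change of 0.68 (limma's camera, adjusted p = 1.1e-23 over 34 lists, and adjusted p = 0.0070 with an estimated correlation). Adjusting over the list alone gave the same count of higher genes. Among them, Ifi27l2a was followed by Xaf1 (2.97, standard error 0.11, adjusted p = 6.5e-06 from limma), which promotes cell death, and Ifitm3 (2.37, standard error 0.07, adjusted p = 2.6e-06), a membrane protein that restricts virus entry and went from 8.43 ± 0.079 to 10.80 ± 0.086 (log2, SD, n = 3 each). Of 15 measured genes of MHC class I antigen presentation, 1 was called, the immunoproteasome subunit Psmb8 (1.20), and 12 were higher at an adjusted p of at most 0.05 whatever their fold, with a median of 0.44 (camera, adjusted p = 1.1e-08, and 0.045 as adjusted p with an estimated correlation). Psmb8 was also counted among the interferon-stimulated genes, so the result for antigen presentation is not independent of that list. Psmb9 (0.90), the transactivator Nlrc5 (0.89) and the peptide-loading protein Tapbp (0.86) stayed under a fold of 2. Among 12 complement genes, 1 was higher, the C1 inhibitor gene Serping1, and the median was 0.16 (camera, adjusted p = 8.6e-04, but adjusted p = 0.093 with an estimated correlation). Markers of macrophages and dendritic cells moved in the same samples. Of 35 markers, 4 were higher, Ctss (1.36), Mpeg1 (1.30), Cd52 (1.26) and Ms4a7 (1.06), the last 2 named after their values were seen, none was lower, and the median was 0.37 (camera, adjusted p = 5.7e-10, and 0.020 as adjusted p with an estimated correlation). Averaged over all probe sets, Psmb8 was at 0.67 and Ms4a7 at 0.69, so neither was called, and Ms4a7 was also not called with array weights (0.97), without young replicate 1 (0.92) or without old replicate 3 (0.997).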

As shown in Table 1, GO term enrichment analysis showed that the upregulated genes were significantly enriched in immune system process in the biological processes category, cytoplasm, and nucleus in the cellular component category and RNA and DNA binding in the molecular function category. 

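Of the chromatin regulators and the general transcription machinery, Taf1b passed both thresholds at its brightest probe set. Of 67 measured chromatin regulators and parts of the transcription machinery, 1 was lower, none was higher, and 22 were lower at an adjusted p of at most 0.05 whatever their fold, against 1 higher. Their median log2 fold change was -0.12 (limma's camera, adjusted p = 4.8e-06, but adjusted p = 0.079 with an estimated correlation). Gtf2a1 (-0.67, standard error 0.06), Ccnt1 (-0.58, standard error 0.05) and Gtf2e1 (-0.56, standard error 0.06), which take part in the start and elongation of RNA polymerase II transcription, were among these. Of 55 spliceosome genes, limma and SAM called none, with 11 higher and 15 lower at an unadjusted p under 0.05 and a median of -0.05 (camera, adjusted p = 0.50, from 0.028 with all probe sets of a gene averaged to 0.93 over the alternatives). The splicing factor Srsf2 came nearest at -0.98. Of 55 protein phosphatase genes, 1 was higher, the lipid phosphatase Mtm1 (1.54), and none was lower (camera, adjusted p = 0.47). Lower calls lay mostly on dimmer probe sets. Over all probe sets with 1 gene symbol, 193 were called lower, and 23 of them were the brightest of their gene. Of the 186 in genes with several probe sets, 16 were the brightest and 57.4 would be expected by place alone, while of 98 such probe sets called higher, 51 were the brightest and 38.7 would be expected. Judged on the young arrays alone, 27 of the 186 lower and 44 of the 98 higher ones were the brightest. The histone methyltransferase gene Kmt2a had a dimmer probe set at -1.17 and its brightest at -0.08, and the transcription factor gene Gtf2i had -1.23 and -0.07, both chosen after their values were seen. By at least 1 called probe set, 7 chromatin and transcription genes, 5 spliceosome genes and 7 phosphatase genes were lower, and 1 spliceosome gene and 1 phosphatase gene, Mtm1, were higher. The 3' minus 5' values of Gapdh and beta-actin differed between the same arrays by 1.04 and 1.05, and where the dimmer probe sets lie along their transcripts was not analysed here.

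**Figure D2:**
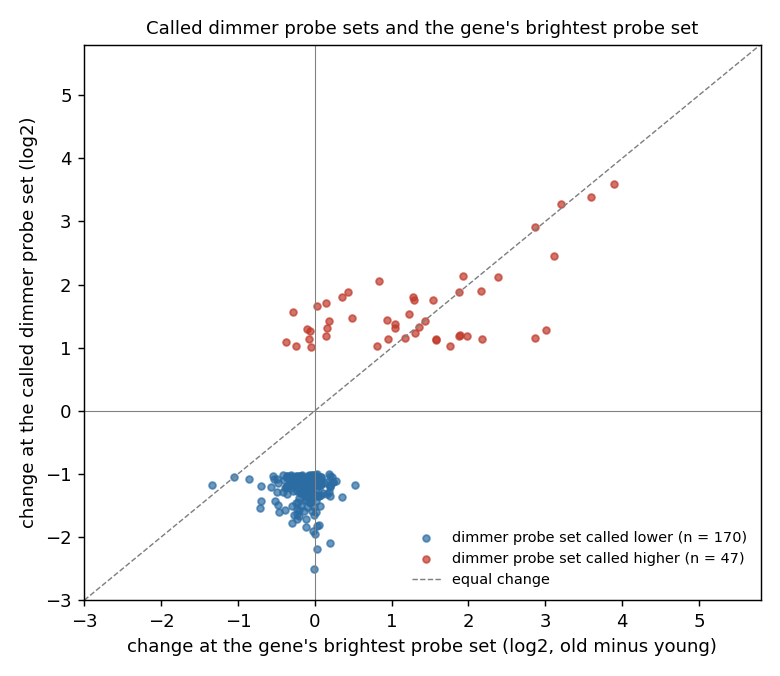
Each point is a called probe set that is not the brightest of its gene, 170 lower (blue) and 47 higher (red), with the log2 fold change of the gene's brightest probe set on the horizontal axis and its own on the vertical axis. The lower points gather near 0 on the horizontal axis, while many of the higher points follow the dashed line of equal change.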

While listed in Table 2, the functional annotation for the downregulated genes revealed that the most significant categories of biological process were involved in transcription and its regulation, cellular component was involved in nucleus and cytoplasm, and molecular function was involved in protein, RNA, and DNA binding. Furthermore, KEGG pathway analysis showed that most of the upregulated genes took part in virus related and Toll-like receptor signaling pathways, whereas downregulated genes mainly participated in PI3K-Akt signaling pathway and Adherens junction in Table 3.

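Toll-like receptor signaling genes were higher in secondary follicles from the old mouse ovaries through a few members. The pathway lists used here were written from general knowledge and are not the KEGG sets, whose enrichment was not tested again. Of 36 measured genes in the Toll-like receptor list, 5 were higher, none was lower and 31 were not called, the same when adjusted over the list alone (median log2 fold change 0.11, limma's camera, adjusted p = 3.3e-04, and 0.045 as adjusted p with an estimated correlation). The members called were the AP-1 genes Jun and Fos, the interferon regulatory factor Irf7, the chemokine Cxcl10 (1.54, standard error 0.13, adjusted p = 4.0e-04 from limma) and Tlr3 (1.18, standard error 0.09, adjusted p = 2.7e-04), the receptor for double-stranded RNA. Irf7, Cxcl10 and Tlr3 are also in the network module that the paper selected on these samples. Jun and Fos are also in the list of immediate-early genes. These calls are therefore not separate evidence on the pathway. Tlr3 was at 0.22 without the probe sets shared between transcripts and was then not called. In the PI3K-Akt list, 2 of 57 measured genes were lower, Thbs1 and Ppp2r2b, and none was higher, also when adjusted over the list alone. The dimmer probe set of Thbs1 was at -0.23 and that of Ppp2r2b at 0.24, and neither was called. The PI3K-Akt list had a median of -0.04 (camera, adjusted p = 0.093). Over the alternatives its adjusted p ran from 0.0025 to 0.80, and it passed toward lower values when the probe sets of a gene were averaged (0.0025) and without the shared probe sets (0.013). Of 50 adherens junction genes, limma and SAM called none. At an unadjusted p under 0.05, 18 were lower and 5 higher, among them the transcription factor Tcf7l2 (-0.70, standard error 0.06), the signal transducer Smad2 (-0.34) and the GTPase Rac1 (-0.33). The median of the list was -0.09 (camera, adjusted p = 0.0062, but adjusted p = 0.087 with an estimated correlation, 0.066 after quantile normalization and 0.062 after cyclic loess). By at least 1 called probe set, 8 PI3K-Akt genes and 6 adherens junction genes were lower, in samples where the mean 3' minus 5' value of the added poly-A control RNAs differed by 0.75. As examples chosen after their values were seen, Ywhaq, an adaptor protein, had a dimmer probe set at -1.83 and its brightest at 0.02, Ctnnb1, the gene of beta-catenin, had -1.71 and -0.12, and the cell adhesion gene Nectin3 had -1.51 and -0.29.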

### 3.3. Protein-Protein Interaction and Gene Regulation Network Analysis

In total, 187 nodes and 572 edges were mapped in the PPI network of identified differentially expressed genes using STRING with the minimum required interaction score > 0.7 (Figure 3). 

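The antiviral genes Ifit1, Ifit3, Usp18, Oasl2, Irf7, Ifit2, Ifih1 and Ddx58 were higher in every sample of secondary follicles from the old mouse ovaries than in any young sample. Of the 10 genes that the paper took from its network by their degree, 8 were measured by a probe set with a single gene symbol, and all 8 were higher, with a median log2 fold change of 2.72 (limma's camera, adjusted p = 2.2e-14, and 0.027 as adjusted p with an estimated correlation). The other 2 were not analysed here. Oasl2, a member of the oligoadenylate synthetase family, went from 5.11 ± 0.054 to 8.22 ± 0.059 (log2 intensity, SD, n = 3 each), a log2 fold change of 3.11 (standard error 0.06, adjusted p = 2.9e-07 from limma). Irf7, a transcription factor of the interferon response, had 2.33 (standard error 0.17, adjusted p = 2.2e-04), and Ifit2 had 1.93 (standard error 0.05, adjusted p = 1.6e-06). Ifih1 and Ddx58, which encode the cytoplasmic sensors of viral RNA, had 1.66 (standard error 0.08) and 1.28 (standard error 0.06). Because the paper chose these genes from those it had called on the same samples, their direction is not independent evidence.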

The 10 nodes with highest degree were regarded as hub genes: STAT1, IFIT1, IFIT3, IRF7, USP18, OASL2, IFIT2, UBC, DDX58, IFIH1. There were 12 modules generated by ClusterONE with p-value < 0.05. The most significant module with p-value < 0.001 contained 35 nodes and 286 edges (Figure 4). The 10 genes listed above apart from UBC were included in the module. In addition to the 9 genes, other nodes in the module were RSAD2, IFI47, TRIM30A, PARP14, PARP9, IFI44, RTP4, GBP7, ISG15, IRF9, GBP6, GBP3, IGTP, HERC6, IRGM1, DHX58, IIGP1, OAS2, DDX60, CXCL10, ZBP1, GBP2, EIF2AK2, IRGM2, IFI35, and TLR3. 

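All 32 module genes that could be measured were higher in secondary follicles from the old mouse ovaries, among the 35 of the module, and the other 3 were not analysed here. Their log2 fold changes ran from 1.14 for Irf9, a subunit of the interferon-activated factor, to the value of Ifit1, with a median of 1.90 (limma's camera, adjusted p = 9.4e-43, and 0.020 as adjusted p with an estimated correlation). The guanylate-binding proteins and immunity-related GTPases, which act against intracellular pathogens, rose together. Gbp3 had 2.90 (standard error 0.06, adjusted p = 8.0e-07 from limma), Gbp2 2.39, Gbp7 1.57, Ifi47 2.31, Irgm2 1.90, Igtp 1.79 and Irgm1 1.72. Rtp4 went from 6.57 ± 0.18 to 9.58 ± 0.079 (log2 intensity, SD, n = 3 each), and Oas2, an oligoadenylate synthetase, had 2.84. The ADP-ribosyltransferase genes Parp14 and Parp9 had 2.17 and 1.46. Of the sensors of foreign nucleic acid, Zbp1 had 1.89, Ddx60 1.76, Dhx58 1.90 and the kinase Eif2ak2 1.20. Herc6 had 1.43, Ifi35 1.36 and Trim30a 1.29. No old sample overlapped with a young sample for any of these genes. In the same samples the macrophage marker Ctss went from 5.91 ± 0.079 to 7.27 ± 0.084. The paper selected the module on these samples, so its direction is not independent evidence. With all probe sets of a gene averaged, 28 of the genes were called, and Dhx58 (0.64), Eif2ak2 (0.68), Herc6 (0.90) and Tlr3 (0.70) were not, while without the probe sets shared between transcripts 30 were called, and Ifi35 (0.86) and Tlr3 were not.

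**Figure D3:**
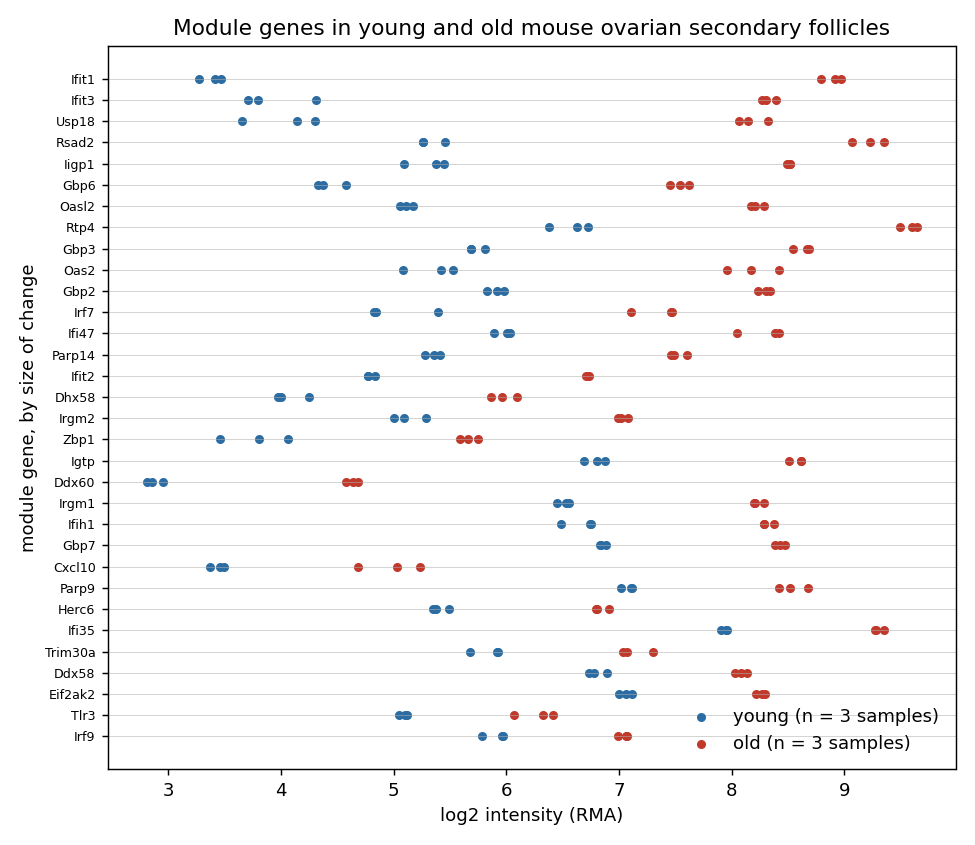
Log2 intensity (horizontal axis) of the 32 measured module genes, 1 per line in order of their log2 fold change, with 3 young samples in blue and 3 old samples in red. For every gene the 3 old samples lie to the right of the 3 young samples, from Ifit1 at 5.51 to Irf9 at 1.14.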

And all genes in the module were upregulated. 

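Among the genes of the regulatory network, Jun, Irf7, Ifit2, S100a8 and Serping1 were higher at their brightest probe set in secondary follicles from the old mouse ovaries, and the others did not pass both thresholds there. Of 12 measured genes, 5 were higher, none was lower and 7 were not called (median log2 fold change -0.02, mean 0.75, limma's camera toward higher values, adjusted p = 0.056, from 0.017 after quantile normalization to 0.54 over the alternatives). S100a8, which encodes a calcium-binding protein of neutrophils, changed by 1.34 (standard error 0.20, adjusted p = 0.0037 from limma), and Serping1, which encodes the inhibitor of complement C1, by 1.19 (standard error 0.06, adjusted p = 3.2e-05). Tcf3 (-0.57, standard error 0.06, adjusted p = 0.0013) and Sox4 (-0.55, standard error 0.07, adjusted p = 0.0019), both transcription factors, were lower by less than 2-fold. The DNA repair gene Brca1 was at -0.04 (adjusted p = 0.59), the kinase genes Akt1 and Map3k7 at -0.07 (adjusted p = 0.40) and -0.01 (adjusted p = 0.94), the replication protein gene Rpa2 at -0.02 (adjusted p = 0.81) and Stat3, which carries cytokine signals, at -0.06 (adjusted p = 0.43). Each of these 7 genes had a dimmer probe set that was called. It was lower for Brca1 (-1.17), Akt1 (-1.28), Map3k7 (-1.04), Rpa2 (-1.02), Tcf3 (-1.20) and Sox4 (-1.03), and higher for Stat3 (1.26). In the same samples, the 5' control probe sets of Gapdh and beta-actin were lower in the old follicles by 0.99 and 1.21, while their 3' probe sets changed by 0.05 and -0.15.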

As shown in the gene regulatory network modeling for selected genes, many differentially expressed genes such as BRCA1, STAT3, JUN, AKT1, SEPRING1, TCF3, MAP3K7, and IRF7 took part in various pathways (Figure 5).

## 4. Discussion

Elucidating the mechanism of ovarian aging has significant meanings to female health. The gradual decrease of both the quantity and the quality of the oocytes surrounded by the granulosa cells in all stages of follicles dominates the reproductive aging [4]. In previous study, Govindaraj et al. revealed that gene expression patterns changed considerably in the rat primordial follicles in the process of ovarian aging [25]. Folliculogenesis in the ovary is a highly dynamic and periodic process regulated by both intra- and extra-oocyte factors [26]. At each reproductive cycle, activated primordial follicles join the growing pool transiting to primary follicles [26]. Through further development, a primary follicle grows into a secondary follicle [26]. And these stages are gonadotropin independent, but depend on the complex bidirectional communication between the oocyte and the somatic cells [26]. In the subsequent stages of folliculogenesis, the presence of pituitary gonadotropins, follicle-stimulating hormone (FSH), and luteinizing hormone (LH) are required [26]. So the secondary follicles from the mouse ovaries were selected as research objective in our study.

Gene expression profile of the secondary follicles from the young and old mouse ovaries was compared by microarray analysis to find what changed in the process of ovarian aging in the present study. The results of our research found that 174 genes were upregulated and 197 genes were downregulated in the secondary follicles from the old mouse ovaries compared to those from the young mouse ovaries.

Further GO and KEGG pathway analyses were performed to study the function of the differentially expressed genes. The result of GO analysis showed that the upregulated genes were mainly involved in biological process such as immune system process and defense response, while downregulated genes were closely related to gene transcription and cell apoptosis. However, there was an unexpected phenomenon in the results of our functional enrichment. Many upregulated genes were involved in response to virus and interferon in the biological process and took part in several virus related signal pathway. This phenomenon revealed that the SPF mice used in our study might infect some viruses. However, the certain thing is that the immune related genes can be expressed in ovarian granulosa cells, not only in immune cells. 

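Genes that respond to interferon were higher in the old follicles, while no gene of an interferon or its receptor passed both thresholds. Of 15 measured genes of interferons, their receptors and the attached Jak kinases, limma and SAM called none, and 4 were higher and 1 lower at an unadjusted p under 0.05 (median log2 fold change -0.03, mean 0.013, limma's camera, adjusted p = 0.68). Ifnb1, the gene of interferon beta, named after its values were seen, was at -0.12 (standard error 0.14, adjusted p = 0.56 from limma). Ifna2 was at 0.53 (standard error 0.08, adjusted p = 0.0038), under a fold of 2, and at log2 intensities of 3.24 ± 0.14 and 3.77 ± 0.022 (SD, n = 3 each). The receptor gene Ifnar2 was at -0.20 and the kinase gene Tyk2 at 0.16. Jak1 was at 0.19 by the probe set with the highest mean, but its other 2 probe sets were called lower by limma (from 9.63 to 8.35 and from 10.57 to 9.56), which made it the only gene of this list with a called probe set. Markers of lymphocytes were not called in either direction by limma or SAM, with 5 of 17 higher and 2 lower at an unadjusted p under 0.05 and a median of 0.01 (camera, adjusted p = 0.42). Of 10 neutrophil markers, S100a8 was higher, S100a9 was at 0.86 without reaching a fold of 2, and the median was 0.20 (camera, adjusted p = 0.0065, but adjusted p = 0.093 with an estimated correlation). The paper proposes from the virus and interferon terms among its upregulated genes that the mice may have met a virus, and it states that granulosa cells can also express immune genes.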

Several earlier studies indicated that viruses can induce innate immune response in granulosa cells and perturb ovarian function in mouse [27, 28]. And immune response genes were overexpressed with increasing age as showed by several microarray studies of aging [29]. Recently the concept that innate immunity is an essential requisite in the ovulation process is forwarded [30]. The important role of innate immune cells in decreasing the senescence burden was also recognized [31]. There was a probability that innate immune related genes were upregulated in the process of aging and affected the progress of ovarian aging. Yet, the actual role of innate immunity in the process of ovarian aging or folliculogenesis needs to be further researched.

We conducted protein-protein interaction network analysis of differentially expressed genes. The nodes regarded as hub genes were mostly involved in innate immune system. As in the gene regulatory network, many differentially expressed genes between young and old mouse ovarian secondary follicles such as BRCA1, STAT3, JUN, AKT1, SEPRING1, TCF3, MAP3K7, and IRF7 showed their genetic interactions by various pathways. Thus, a number of pathways were interacted through many genes in the process of ovarian aging.

## 5. Conclusions

In conclusion, our data showed quite different gene expression patterns of the secondary follicles between young and old mouse ovaries. The differentially expressed genes involved in the process of ovarian aging are central to biological processes such as immune system process, aging, transcription, DNA replication, DNA repair, protein stabilization, and apoptotic process. However, many upregulated genes in the old mouse ovarian secondary follicles were innate immune related genes. 

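In the lists of DNA replication, DNA repair, heat shock, apoptosis, and senescence and cytokine genes, Xaf1, Ccl12 and Plau passed both thresholds at their brightest probe set. Of 47 DNA replication genes, limma and SAM called none, and at an unadjusted p under 0.05 9 were higher and 11 lower (median log2 fold change -0.02, limma's camera, adjusted p = 0.64). Rfc3, which loads the replication clamp, was at -0.80 (standard error 0.06, adjusted p = 2.7e-04 from limma), and the clamp gene Pcna was at -0.79 (standard error 0.06, adjusted p = 3.3e-04). For DNA repair, no gene of 59 was called by limma or SAM, with 5 higher and 16 lower at an unadjusted p under 0.05 (median -0.04, camera, adjusted p = 0.40), and Parp1 was at -0.35 and Rad52 at -0.40. Among 29 heat shock proteins and co-chaperones, which stabilize proteins, both tests also called none, and 5 were higher and 8 lower without adjustment (median -0.05, mean 0.0044, camera toward lower values, adjusted p = 0.50). Of 42 apoptosis genes, 1 was higher, the interferon-induced Xaf1, and none was lower (median 0.03, camera, adjusted p = 0.47). The death-promoting genes Casp6 (-0.56) and Bid (-0.55) and the survival gene Bcl2l2 (-0.55) were lower by less than 2-fold. In the list of senescence genes and cytokines, 31 genes were measured, the chemokine Ccl12 was higher (1.69, standard error 0.18), Plau was lower, and the median was 0.19 (camera, adjusted p = 0.020, but adjusted p = 0.093 with an estimated correlation). These counts were the same when adjusted over each list alone. By at least 1 called probe set, 5 replication genes, 8 repair genes and 5 heat shock genes were lower, and 1 heat shock gene, Hspa8, was higher through a dimmer probe set (1.03). Like Hspa8 chosen after their values were seen, Rrm1, a subunit of ribonucleotide reductase, had a dimmer probe set at -2.10 and its brightest at 0.19, Rad51c had -1.17 and 0.06, and the chaperone gene Hsp90aa1 had -1.84 and -0.11. In the same samples the 5' probe set of beta-actin was 11.03 in the young and 9.82 in the old follicles. Over the alternatives, the adjusted p of the replication list ran from 0.013 (without the shared probe sets) to 0.84 and that of the heat shock list from 0.0041 (with all probe sets of a gene averaged) to 0.93, the lowest ones toward lower values.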

We proposed that innate immune system may play a vital role in the process of ovarian aging. Our results of altered genes and related transcriptional networks may be helpful for understanding the mechanism of the folliculogenesis in the process of ovarian aging in mice.

There are however limitations in the present study. Findings of our present research were mainly based on the bioinformatics analysis and further experiments are needed to verify. Furthermore, these data were acquired with secondary follicles from mouse ovaries and needed to be confirmed with the samples from the human.

## Figures and Tables

**Figure 1:**
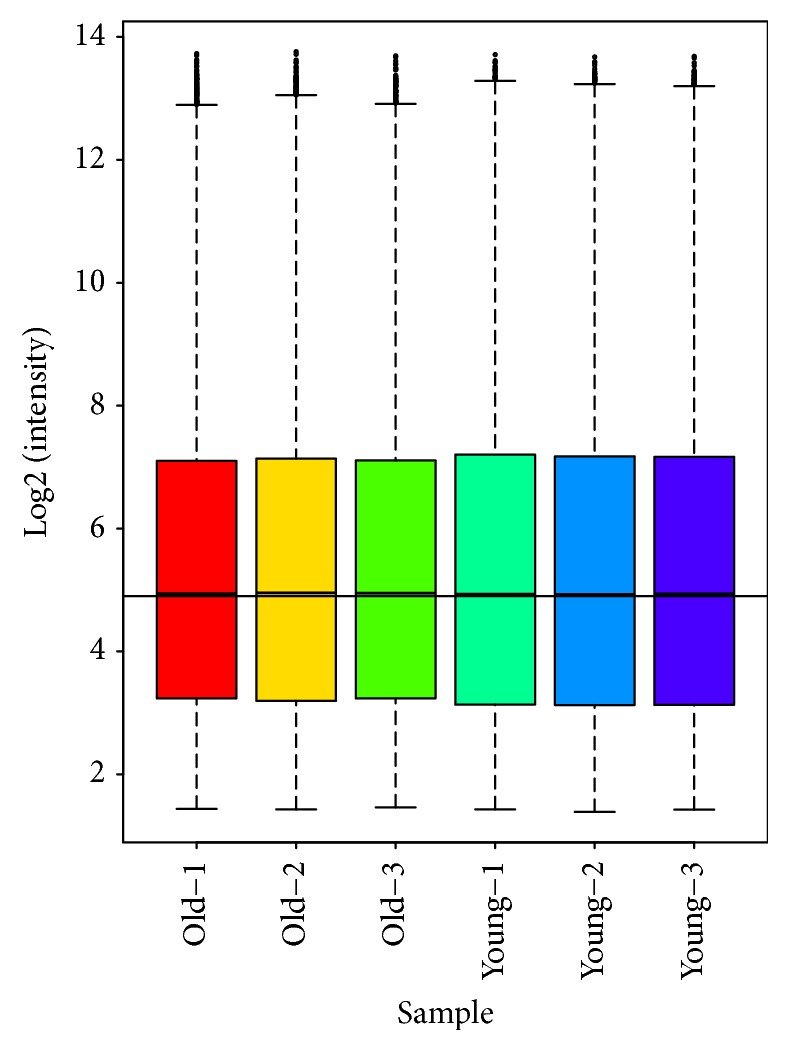
Box and whisker plot (Box plot). We performed the comparison of gene expression with a total of six samples from young (n=3) and old (n=3) mouse ovarian secondary follicles by using Affymetrix 3' IVT Expression Arrays (Mouse Genome 430 2.0 array) at Bioassay Laboratory of CapitalBio Corporation. Robust multiarray average (RMA) algorithm was used to eliminate the variation in the arrays from noisy data. Box plot was constructed to illustrate the distribution of normalized probe hybridization signal intensities (log ratios) for all six arrays (young and old mouse ovarian secondary follicles). The probe distribution by 0-100% quantiles as whiskers, the 25-75% quantiles as different color boxes, and the 50% quantile as horizontal line within the box indicated a similar range of signal intensities and confirmed perfect hybridization.

**Figure 2:**
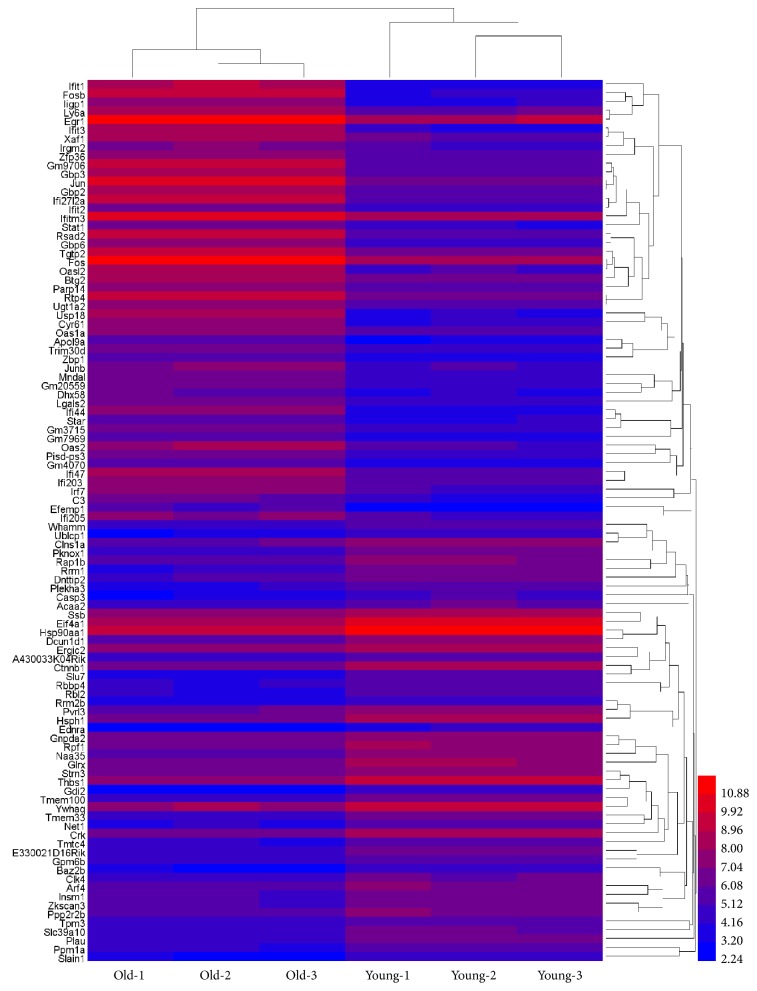
Heat map visualization for selected differentially expressed genes. Heat map was produced by unsupervised hierarchical-clustering analysis from microarray data for top 50 upregulated genes and top 50 downregulated genes in old mouse ovarian secondary follicles compared to young. The relative expression levels of each gene are mentioned in different colors. The red lines represent high expression, while blue lines represent low expression. The numbers in the right side, corresponding to the different colors, represent the relative expression levels of each gene.

**Figure 3:**
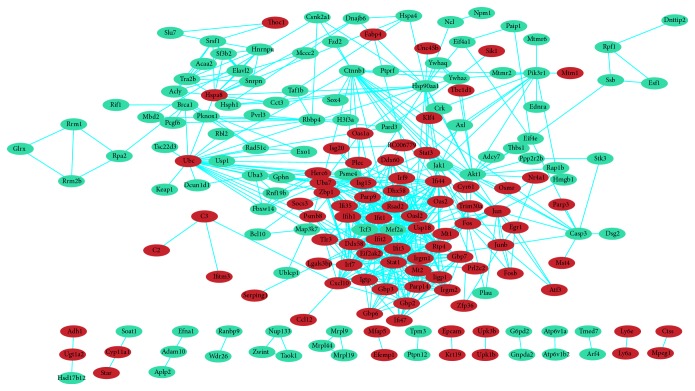
Protein-protein interaction (PPI) network complex. Using the Search Tool for the retrieval of Interacting Genes (STRING) database online database, 187 out of 371 differentially expressed genes (DEGs) (upregulated genes are displayed in red and downregulated genes in green) were filtered into the DEGs protein-protein interaction (PPI) network complex.

**Figure 4:**
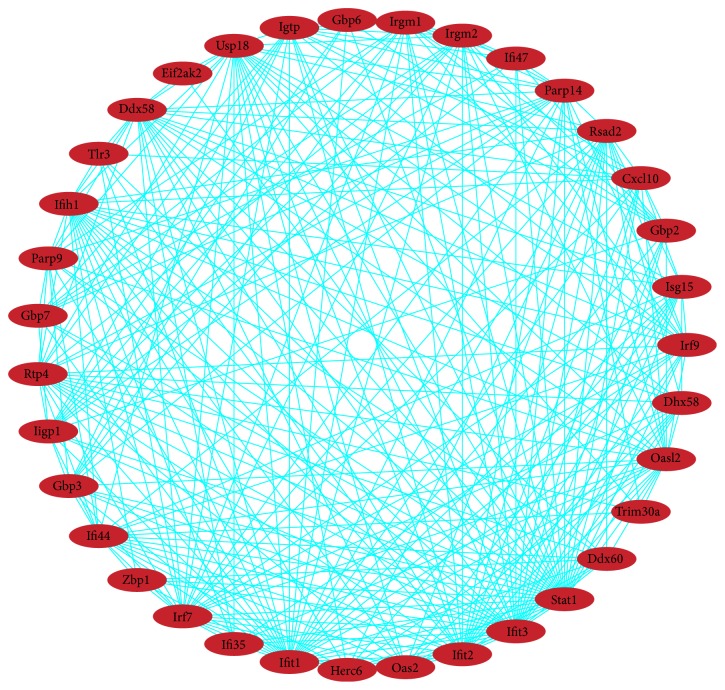
Overlapping protein complexes in the protein interaction. The most significant module consisted of 35 nodes and 286 edges, and all genes in this module were upregulated (in red).

**Figure 5:**
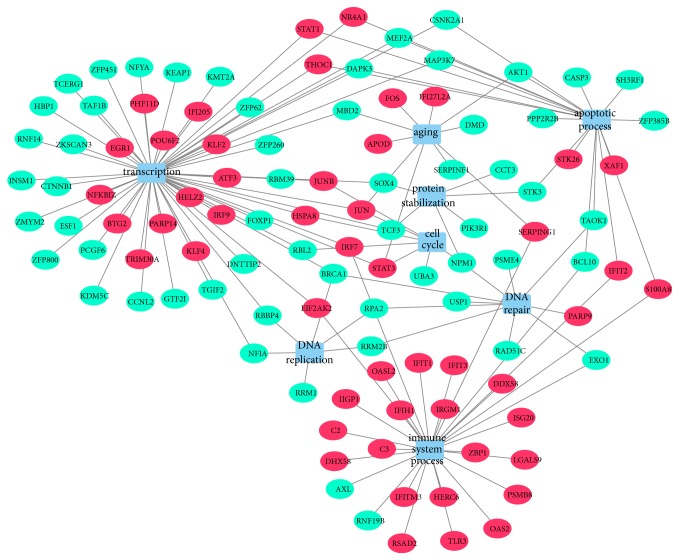
Gene regulatory network modeling for selected differentially expressed genes by using Cytoscape software (version 3.6.1). Gene regulatory network modeling of selected genes such as BRCA1, RPA2, STAT3, JUN, AKT1, STK3, SOX4, TCF3, S100A8, and IFIT2 showed their genetic interactions by various pathways. Circles indicate genes, red color indicates upregulation, and green color indicates downregulation.

**Table 1:** Functional enrichment analysis of upregulated genes in the old mouse ovarian secondary follicles compared to young mouse.

Category	Term	Count^*∗*^	%	P Value
GOTERM_BP_DIRECT	GO:0035458~cellular response to interferon-beta	15	8.6	5.62E-21
GOTERM_BP_DIRECT	GO:0009615~response to virus	18	10.3	6.73E-21
GOTERM_BP_DIRECT	GO:0051607~defense response to virus	21	12.1	1.15E-19
GOTERM_BP_DIRECT	GO:0002376~immune system process	24	13.8	1.01E-15
GOTERM_BP_DIRECT	GO:0045087~innate immune response	23	13.2	2.70E-14
GOTERM_BP_DIRECT	GO:0071346~cellular response to interferon-gamma	9	5.2	1.80E-08
GOTERM_BP_DIRECT	GO:0042832~defense response to protozoan	6	3.4	1.60E-06
GOTERM_BP_DIRECT	GO:0006952~defense response	8	4.6	1.36E-05
GOTERM_BP_DIRECT	GO:0032870~cellular response to hormone stimulus	6	3.4	1.57E-05
GOTERM_BP_DIRECT	GO:0034097~response to cytokine	7	4.0	1.79E-05
GOTERM_CC_DIRECT	GO:0020005~symbiont-containing vacuole membrane	5	2.9	1.46E-07
GOTERM_CC_DIRECT	GO:0005829~cytosol	28	16.1	7.00E-05
GOTERM_CC_DIRECT	GO:0005737~cytoplasm	65	37.4	6.61E-04
GOTERM_CC_DIRECT	GO:0005634~nucleus	58	33.3	2.75E-03
GOTERM_CC_DIRECT	GO:0048471~perinuclear region of cytoplasm	12	6.9	8.23E-03
GOTERM_CC_DIRECT	GO:0072562~blood microparticle	5	2.9	1.34E-02
GOTERM_CC_DIRECT	GO:0031225~anchored component of membrane	5	2.9	1.63E-02
GOTERM_CC_DIRECT	GO:0009897~external side of plasma membrane	7	4.0	2.23E-02
GOTERM_MF_DIRECT	GO:0003725~double-stranded RNA binding	9	5.2	2.62E-08
GOTERM_MF_DIRECT	GO:0003690~double-stranded DNA binding	11	6.3	3.33E-08
GOTERM_MF_DIRECT	GO:0003924~GTPase activity	11	6.3	1.81E-06
GOTERM_MF_DIRECT	GO:0005525~GTP binding	12	6.9	6.76E-05
GOTERM_MF_DIRECT	GO:0008134~transcription factor binding	10	5.7	5.97E-04
GOTERM_MF_DIRECT	GO:0003723~RNA binding	15	8.6	9.40E-04
GOTERM_MF_DIRECT	GO:0003677~DNA binding	25	14.4	1.58E-03
GOTERM_MF_DIRECT	GO:0001730~2′-5′-oligoadenylate synthetase activity	3	1.7	2.48E-03
GOTERM_MF_DIRECT	GO:0016817~hydrolase activity, acting on acid anhydrides	3	1.7	2.48E-03
GOTERM_MF_DIRECT	GO:0001077~transcriptional activator activity, RNA polymerase II core promoter proximal region sequence-specific binding	8	4.6	2.65E-03

^*∗*^Number of enriched genes in each term. The top ten terms based on P value were chosen in each category.

**Table 2:** Functional enrichment analysis of downregulated genes in the old mouse ovarian secondary follicles compared to young mouse.

Category	Term	Count^*∗*^	%	P value
GOTERM_BP_DIRECT	GO:0006355~regulation of transcription, DNA-templated	42	21.3	7.02E-05
GOTERM_BP_DIRECT	GO:0016311~dephosphorylation	8	4.1	9.84E-05
GOTERM_BP_DIRECT	GO:0006351~transcription, DNA-templated	35	17.8	3.19E-04
GOTERM_BP_DIRECT	GO:0045893~positive regulation of transcription, DNA-templated	16	8.1	5.56E-04
GOTERM_BP_DIRECT	GO:0030335~positive regulation of cell migration	9	4.6	8.87E-04
GOTERM_BP_DIRECT	GO:0006470~protein dephosphorylation	7	3.6	2.39E-03
GOTERM_BP_DIRECT	GO:0043154~negative regulation of cysteine-type endopeptidase activity involved in apoptotic process	5	2.5	4.21E-03
GOTERM_BP_DIRECT	GO:0030177~positive regulation of Wnt signaling pathway	4	2.0	5.61E-03
GOTERM_BP_DIRECT	GO:0043065~positive regulation of apoptotic process	10	5.1	5.85E-03
GOTERM_BP_DIRECT	GO:0097194~execution phase of apoptosis	3	1.5	6.92E-03
GOTERM_CC_DIRECT	GO:0005634~nucleus	106	53.8	3.23E-13
GOTERM_CC_DIRECT	GO:0005737~cytoplasm	100	50.8	4.49E-08
GOTERM_CC_DIRECT	GO:0005654~nucleoplasm	44	22.3	9.26E-08
GOTERM_CC_DIRECT	GO:0070062~extracellular exosome	50	25.4	3.19E-06
GOTERM_CC_DIRECT	GO:0043234~protein complex	19	9.6	3.26E-05
GOTERM_CC_DIRECT	GO:0071013~catalytic step 2 spliceosome	6	3.0	2.24E-03
GOTERM_CC_DIRECT	GO:0005925~focal adhesion	11	5.6	4.30E-03
GOTERM_CC_DIRECT	GO:0005829~cytosol	29	14.7	5.76E-03
GOTERM_CC_DIRECT	GO:0030529~intracellular ribonucleoprotein complex	9	4.6	1.17E-02
GOTERM_CC_DIRECT	GO:0005911~cell-cell junction	7	3.6	1.26E-02
GOTERM_MF_DIRECT	GO:0005515~protein binding	77	39.1	6.99E-09
GOTERM_MF_DIRECT	GO:0044822~poly(A) RNA binding	30	15.2	2.52E-06
GOTERM_MF_DIRECT	GO:0003723~RNA binding	20	10.2	3.71E-04
GOTERM_MF_DIRECT	GO:0003677~DNA binding	35	17.8	4.23E-04
GOTERM_MF_DIRECT	GO:0004725~protein tyrosine phosphatase activity	7	3.6	4.62E-04
GOTERM_MF_DIRECT	GO:0046982~protein heterodimerization activity	15	7.6	7.77E-04
GOTERM_MF_DIRECT	GO:0000166~nucleotide binding	35	17.8	9.78E-04
GOTERM_MF_DIRECT	GO:0016791~phosphatase activity	7	3.6	1.29E-03
GOTERM_MF_DIRECT	GO:0019903~protein phosphatase binding	6	3.0	2.02E-03
GOTERM_MF_DIRECT	GO:0005524~ATP binding	28	14.2	2.62E-03

^*∗*^Number of enriched genes in each term. The top ten terms based on P value were chosen in each category.

**Table 3:** Pathway enrichment analysis of differentially expressed genes in old mouse ovarian secondary follicles compared to young mouse.

Category	Term	Count^*∗*^	%	P value
Up-regulated				
KEGG_PATHWAY	mmu05164:Influenza A	15	8.6	2.25E-11
KEGG_PATHWAY	mmu05168:Herpes simplex infection	15	8.6	3.13E-10
KEGG_PATHWAY	mmu05162:Measles	11	6.3	6.23E-08
KEGG_PATHWAY	mmu05160:Hepatitis C	11	6.3	6.23E-08
KEGG_PATHWAY	mmu04380:Osteoclast differentiation	8	4.6	4.40E-05
KEGG_PATHWAY	mmu05161:Hepatitis B	8	4.6	1.12E-04
KEGG_PATHWAY	mmu04622:RIG-I-like receptor signaling pathway	6	3.4	1.58E-04
KEGG_PATHWAY	mmu04668:TNF signaling pathway	7	4.0	1.69E-04
KEGG_PATHWAY	mmu04620:Toll-like receptor signaling pathway	6	3.4	9.93E-04
KEGG_PATHWAY	mmu05133:Pertussis	5	2.9	2.38E-03
Down-regulated				
KEGG_PATHWAY	mmu04151:PI3K-Akt signaling pathway	14	7.1	4.14E-04
KEGG_PATHWAY	mmu05200:Pathways in cancer	14	7.1	1.31E-03
KEGG_PATHWAY	mmu04550:Signaling pathways regulating pluripotency of stem cells	8	4.1	1.69E-03
KEGG_PATHWAY	mmu04520:Adherens junction	6	3.0	2.03E-03
KEGG_PATHWAY	mmu04015:Rap1 signaling pathway	9	4.6	5.33E-03
KEGG_PATHWAY	mmu04390:Hippo signaling pathway	7	3.6	1.16E-02
KEGG_PATHWAY	mmu05145:Toxoplasmosis	6	3.0	1.36E-02
KEGG_PATHWAY	mmu04510:Focal adhesion	8	4.1	1.51E-02
KEGG_PATHWAY	mmu04022:cGMP-PKG signaling pathway	7	3.6	2.04E-02
KEGG_PATHWAY	mmu03040:Spliceosome	6	3.0	2.57E-02

^*∗*^Number of enriched genes in each term. The top ten terms based on P value were chosen in each category.

## Data Availability

The results of our microarray data were made available in the public domain NCBI-GEO repository.

How the deposited data were processed for this re-analysis (not part of the article)

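RNA of secondary follicles was measured on 6 Affymetrix 3' expression arrays, 3 from young mouse ovaries (9 weeks) and 3 from old mouse ovaries (32 weeks). The authors processed the scanned arrays with RMA, whose version is not given in the sources used here, and deposited the resulting intensity values on a linear scale for every probe set. The design had assumed log2 values, so log2 of the deposited intensity was taken first, with no pseudocount since every value was above 0. The scan data were not analysed here.

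Probe sets were named with the array's annotation table, in which 34958 probe sets had 1 gene symbol, 932 had several and 9211 were not listed. Symbols were updated through the gene ID with RefSeq names of GRCm38.p6, which held 18032 of 18194 gene IDs (99.1%). Probe sets with several symbols or none, and the 64 control probe sets, were left out of the gene tests, and genes without a probe set of their own were not analysed here. No genome was used and no coordinates are given. Where a gene had several probe sets, as 9010 genes did, the probe set with the highest mean over the 6 arrays stood for the gene, and the level of 1 probe set was not set against that of another gene.

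The comparison of old with young samples was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over 18193 genes). A gene was called at a fold of at least 2 and an adjusted p of at most 0.05, the paper's thresholds. SAM, which the paper names, was written anew from its published description, with all 20 assignments of the labels, and run as an alternative. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg over 34 lists. Of these, 31 were written from general knowledge and 3 from the paper's text, whose figures and tables had been seen. Single values were compared by exact permutation tests, which cannot go below p = 0.1 with 3 samples against 3. No depth applies to arrays, and their number limits the precision.

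The genes named are the 10 with the largest and the 10 with the smallest log2 fold change among called genes whose groups did not overlap, every gene the paper's text or legends name, and in each list up to 4 members with the smallest p. Genes outside this rule were named where 5 or fewer members of a list were called, as examples of probe sets, or as well-known markers of a cell type, and these were chosen after their values were seen.

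The steps were tested on simulated data made from the means and spread of the 18193 genes. For the comparison of old with young samples, limma recovered 99 of 100 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 3, with 0 calls among unchanged genes. SAM recovered 83 and 99. With a median SD of 0.09 within groups, unchanged genes could hardly reach a fold of 2, so the 0 false calls say little. Camera found a shift of 0.3 placed in 1 list of 42 genes and called none of the other 33. Means and spread do not carry correlation between genes, so this does not test camera against such correlation. On the measured values, an estimated correlation left 8 lists past the threshold, against 18. The alternatives were SAM, other rules for probe sets, a filter on dim genes, quantile and cyclic loess normalization, other priors and array weights, other fold minimums, the replicate number as a block, and leaving out each sample in turn. The lists, the rule for named genes and these alternatives were set before the data were examined, except those named as chosen later.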

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

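The splits of the samples were planned, and the other tests of explanations below were chosen after the patterns had been seen, cyclic loess over all probe sets before its own outcome was known.

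Control probe sets and gene groups that the paper does not discuss differed between the ages. The 3' minus 5' value was higher in the old samples by 1.04 for Gapdh, 1.05 for beta-actin and 0.75 for the mean of 4 poly-A control RNAs, each without overlap between the ages. The mean of the hybridization controls was higher by 0.43 on the old arrays. Oocyte markers had a median log2 fold change of -0.21.

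Most lower calls lay on dimmer probe sets, since 170 of 193 were not the brightest of their gene, and 27 of the 186 in genes with several probe sets were the brightest when this was judged on the young arrays alone. Over all 186 genes with a lower probe set, the brightest probe set had a median log2 fold change of -0.16 (quartiles -0.35 and -0.02), and 78 of these were lower at an adjusted p of at most 0.05, 23 of them by a fold of 2 or more. After cyclic loess, 174 genes had a lower probe set, 170 of them among the 186 of the deposited values. Most lower calls thus did not depend on this further normalization. RMA had already matched the arrays by quantiles, which left little for cyclic loess to remove. The count therefore cannot decide whether the earlier normalization played a part. Breakage of the follicle RNA before labelling is argued against as the whole cause by the added control RNAs. Their mean 5' minus 3' value changed by -0.75, and their 3' probe sets were lower too, by 0.38 to 0.69. Thr was an exception for the difference, since its 3' minus 5' value rose by only 0.14 with overlapping groups. The middle probe set of Thr changed by -1.45 without overlap, against -0.58 at its 3' probe set. Labelled products that ended nearer the 3' end on the old arrays could give the change in the mean difference. Where the dimmer probe sets lie along their transcripts was not analysed here, so that explanation was not tested on the genes themselves. Less of the whole transcript would lower the brightest probe set too. The 163 genes not called at their brightest had a median of -0.11 there (quartiles -0.24 and 0.003), against -1.19 at their called probe sets. Choosing these 163 genes by their calls largely fixes that contrast, so it cannot decide, and 55 were lower at their brightest at an adjusted p of at most 0.05. Over all 186 genes, the lower quartile of -0.35 at the brightest stayed short of a fold of 2. This argues against less transcript as the whole cause for the 186 as a group, although 78 were lower there at an adjusted p of at most 0.05. Less transcript stays open for the 23 called at their brightest. Shorter transcripts or other 3' ends in old follicles stay open for all.

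Immediate-early genes stood out among genes the paper does not discuss as a group. Of 48 genes, 14 were higher and none was lower, with a median of 0.26 (limma's camera, adjusted p = 1.5e-10, and 0.045 as adjusted p with an estimated correlation), and besides Fosb, Jun and Fos, Egr1 was at 2.79. At the brightest probe sets, heat shock genes had a median of -0.054 and an upper quartile of 0.063. This argues against a general stress response that includes them as a group. There limma and SAM called none higher, and 5 of 29 were higher at an unadjusted p under 0.05. Hsf2 (0.65) and Hspb1 (0.62) were among the 3 higher at an adjusted p of at most 0.05, against 4 lower. A dimmer probe set of Hspa8, chosen after its values were seen, was also called higher (1.03). Handling of the old ovaries before RNA was taken cannot be told apart from age, because the mean over the 14 called genes differed by 2.34 between the ages with an SD of at most 0.046 within an age, and handling alike within an age would give such values. A response of the old follicles themselves was not tested.

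Macrophage and dendritic cell markers, with a median of 0.37, moved with the interferon-stimulated genes. The largest change of a listed marker was 1.36 for Ctss, and Lyz2, a lysozyme gene of macrophages singled out after its values were seen, was at -0.32. More macrophages with unchanged expression per cell would raise no gene more than the share of macrophages rose. The 32 module genes had a lower quartile of 1.52 and a median of 1.90. These values lie above Ctss, but the paper chose the module genes from those it had called on these samples. Such a choice favours large changes, so these values cannot decide on this explanation. The 59 other interferon-stimulated genes had a median of 0.68 and an upper quartile of 1.17, below Ctss. For neither list can this explanation be told apart from a response of the cells. Over all 91 measured genes of both interferon lists the median was 1.18 (lower quartile 0.45), above the median of the markers but below Ctss, with 40 of the 91 above Ctss. Whether interferon was made inside the follicle samples or came from outside cannot be told apart, since the largest change among 6 interferon genes was 0.53, for Ifna2, and transcripts below detection stay possible. Macrophages that had responded to interferon, an infection and a response of the follicle cells to age stay open and were not tested.

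Among the 10 splits of the 6 samples into 3 and 3, only 1, the real split, gave as many called genes (139, with 116 higher and 23 lower), and the highest of the others was 0 for each count by limma. The real split put 18 lists past the threshold, and the highest other split put 10. The splits are too few for a share under 0.05.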

How the results depend on the processing

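The cyclic loess fit over all probe sets, the count of genes with both the brightest and the next brightest probe set called, and the poly-A control RNAs were chosen after the data had been seen, and the other alternatives were planned. Of the 182 named genes and the 34 lists, none past its threshold turned its direction under the alternatives run on it. With the probe sets of a gene handled otherwise, the 139 changed genes (116 higher, 23 lower) became 325 with 187 lower by SAM over all probe sets, 321 with 186 lower by limma over all probe sets and 315 with 174 lower after cyclic loess, since a gene then counts by any of its probe sets. The mean of all probe sets of a gene gave 13 lower genes, and 26 genes (24 higher, 2 lower) had both the brightest and the next brightest probe set called. Only genes at or above the median intensity gave 61 changed genes (52 higher, 9 lower) and 11 lists past the threshold, against 18, with fewer genes tested. No fold minimum gave 4257 genes (1835 higher, 2422 lower), and a fold minimum of 1.5 gave 617 (383 higher, 234 lower). An estimated correlation left 8 lists, without chromatin and transcription (adjusted p = 0.079 from limma's camera) and adherens junction (adjusted p = 0.087). Adherens junction also lost its call at or above the median intensity (0.16), after quantile normalization (0.066) and after cyclic loess (0.062), as did senescence and cytokines (0.55, 0.13 and 0.12). Neutrophil markers lost theirs after both normalizations (0.084 and 0.065), and complement (0.096), endothelial (0.13) and surface epithelium markers (0.11) at or above the median intensity. The PI3K-Akt list passed with the mean of all probe sets (0.0025) and without probe sets shared between transcripts (0.013). The cause was not tested for these lists. Within-group r exceeded between-group r by 0.088 over the 1000 genes with the highest variance and by 0.021 over genes at or above the median intensity. The change in the 3' minus 5' value was 0.75 for the poly-A control RNAs, against 1.05 for the mean of Gapdh and beta-actin. Without any single replicate, limma called 139 to 145 genes, 116 to 122 of them higher and 21 to 26 lower, and 17 to 20 lists. The replicate numbers did not pair the samples, and with the replicate number as a block 140 genes were called, among them all 139. Quantile normalization and cyclic loess called 143 and 142 genes, and each shared 134 with the 139. Of 182 named genes, 14 lost their call with the mean of all probe sets, 3 without shared probe sets, and Apod after either normalization (0.95 and 0.96). Array weights ended the call of Ms4a7 (0.97) and Upk1b (0.94), as did leaving out young replicate 1 (0.92 and 0.88). Calls were gained for Mt1 with the mean of all probe sets and without shared ones, for the complement gene C2 after quantile normalization and cyclic loess (1.01 and 1.00), and for Srsf2 without young replicate 2 (-1.03) or old replicate 1 (-1.05). For dim probe sets, signal near the background limits how small a change could be seen.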

Differences from the paper's values

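Cyclic loess over all probe sets was chosen after the values were seen, and the other settings below were planned. The paper reports 371 differentially expressed genes, and 139 were found here at the same fold and adjusted p. Of the alternatives set before the data were examined, 2 gave a number within 1.5 times of the paper's, SAM over all probe sets with 325 genes that had at least 1 called probe set and limma over all probe sets with 321. The other 17 alternatives, which use 1 value per gene, did not, and SAM on 1 probe set per gene gave 140. The paper's text names SAM and gives no rule for several probe sets of a gene.

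For the paper's 197 downregulated genes, 23 were found here. SAM over all probe sets gave 187, limma over all probe sets 186 and a fold minimum of 1.5, which is not the paper's, 234. The other 16 alternatives differed by more than 1.5 times, such as the mean of all probe sets of a gene with 13 and quantile normalization with 19. Cyclic loess over all probe sets, chosen after seeing the values, also came within 1.5 times of both of the paper's numbers with 315 genes, 174 of them lower, and it did not call 2 of the 12 measured genes of Figure 5, Map3k7 and Rpa2.

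In Figure 5 the paper draws Brca1, Akt1, Map3k7, Rpa2, Tcf3 and Sox4 as downregulated and Stat3 as upregulated. None of these 7 was called here at its brightest probe set, with log2 fold changes of -0.04, -0.07, -0.01, -0.02, -0.57, -0.55 and -0.06. By limma over all probe sets, a dimmer probe set of each was called in the paper's direction, at -1.17, -1.28, -1.04, -1.02, -1.20, -1.03 and 1.26, and SAM over all probe sets called all 12 measured genes of the figure. Jun, Irf7, Ifit2, S100a8 and Serping1 were called here in the direction the paper draws. The paper names adherens junction among the KEGG pathways of its downregulated genes. The list used here was written from general knowledge and is not the KEGG set. No gene of it was called at its brightest probe set by limma or SAM, with 18 lower and 5 higher at an unadjusted p under 0.05. By limma over all probe sets, 6 of its genes had a lower probe set.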

Other observations

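The lists here were set with the others, while Krt7, Krt8, Upk1b, Apod, Col1a2, Cyp17a1, Hsd3b1, Zp3, Gdf9, Inha and Foxl2 were singled out after their values were seen. Some markers of cell types other than oocyte and granulosa cells were higher in the old samples. Of 20 markers of the ovarian surface epithelium, 6 were higher and none was lower, with a median log2 fold change of 0.52 (limma's camera, adjusted p = 2.5e-07, but adjusted p = 0.076 with an estimated correlation). They were Lgals2 (1.93), the keratin genes Krt7 (1.63) and Krt19 (1.55), the adhesion gene Epcam (1.27) and the uroplakin genes Upk3b (1.17) and Upk1b (1.04), while the keratin gene Krt8 was at 0.25. Lgals2 was at 0.39 without the probe sets shared between transcripts, Epcam was at 0.71 over the mean of all probe sets, and Upk1b was at 0.88 without young replicate 1 and 0.98 without old replicate 3, each not called there. Of 28 stromal fibroblast markers, 4 were higher, Efemp1 (2.11), Mfap5 (1.08), Mgp (1.05) and Apod (1.02), and the collagen gene Col1a2 was at -0.43, with a list median of 0.16 (camera, adjusted p = 0.0072, but adjusted p = 0.093 with an estimated correlation). Leaving out a single sample ended the call of Mfap5 (0.97 without young replicate 2, 0.98 without old replicate 2), Mgp (0.99 without young replicate 3) and Apod (0.98 without young replicate 2, 0.81 without old replicate 3). Endothelial markers had 1 of 22 higher, Fabp4 (1.28, or 0.53 over the mean of all probe sets), and a median of 0.21 (adjusted p = 0.012, but adjusted p = 0.093 with an estimated correlation). Smooth muscle and pericyte markers had 1 of 15 higher, Tagln (1.06), and a median of 0.27 (adjusted p = 0.0015, but adjusted p = 0.093 with an estimated correlation). For 7 erythrocyte markers, limma and SAM called none, 3 were higher and 1 lower at an unadjusted p under 0.05, and the median was 0.21 (adjusted p = 0.28).

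Some of the steroid synthesis genes changed. Star (1.87, standard error 0.06, adjusted p = 4.0e-06 from limma), which brings cholesterol into mitochondria, and Cyp11a1 (1.34, standard error 0.06, adjusted p = 2.3e-05), which makes pregnenolone from it, were higher, whereas Cyp17a1 was at -0.11 and Hsd3b1 at 0.04. They were the 2 called genes among 16 theca and interstitial markers (median 0.04, camera, adjusted p = 0.041, but adjusted p = 0.13 with an estimated correlation and 0.091 without old replicate 2) and also the 2 among 11 luteal markers (median 0.08, adjusted p = 0.056, from 0.023 after quantile normalization to 0.16 over the alternatives, and 0.033 without young replicate 1). Cyp11a1 was at 0.48 over the mean of all its probe sets and was then not called. Of 44 oocyte markers, limma and SAM called none, but 26 were lower and 0 higher at an adjusted p of at most 0.05 whatever their fold, and 28 were lower at an unadjusted p under 0.05 (camera, adjusted p = 5.7e-10, and 0.029 as adjusted p with an estimated correlation), on arrays whose 3' minus 5' control values differed between the ages by 1.04 for Gapdh, 1.05 for beta-actin and 0.75 for the poly-A control RNAs. Rfpl4 was at -0.81, Khdc3 of the subcortical maternal complex at -0.64, the kinase gene Mos at -0.63, the zona pellucida gene Zp3 at -0.54 and Gdf9 at -0.20. For granulosa cell markers, 26 in number, both tests called none, and 5 were higher and 11 lower at an unadjusted p under 0.05. Whatever their fold, 3 were higher and 10 lower at an adjusted p of at most 0.05. The median was -0.05 (adjusted p = 0.093, from 0.0020 with all probe sets of a gene averaged to 0.55 over the alternatives). The lowest was Gatm at -0.75, with Inha at -0.02 and Foxl2 at -0.12. Growth factors and receptors of folliculogenesis had none called of 47 by either test, 11 higher and 18 lower without adjustment and a median of -0.02 (adjusted p = 0.34), and the oocyte receptor gene Kit and its ligand gene Kitl were at -0.49 and -0.43. Of 26 proliferation genes, both tests called none, with 8 higher and 5 lower without adjustment (median -0.01, mean 0.012, adjusted p = 0.47). Among 38 antioxidant genes, the metallothionein gene Mt2 was higher (1.77, standard error 0.06) and Mt1 was at 0.94, or called at 1.19 over the mean of all its probe sets and 1.43 without shared probe sets (list median -0.03, mean 0.016, adjusted p = 0.65).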
